# Genome-wide mapping of promoter-anchored interactions with close to single-enhancer resolution

**DOI:** 10.1186/s13059-015-0727-9

**Published:** 2015-08-03

**Authors:** Pelin Sahlén, Ilgar Abdullayev, Daniel Ramsköld, Liudmila Matskova, Nemanja Rilakovic, Britta Lötstedt, Thomas J. Albert, Joakim Lundeberg, Rickard Sandberg

## Abstract

Although the locations of promoters and enhancers have been identified in several cell types, we still have limited information on their connectivity. We developed HiCap, which combines a 4-cutter restriction enzyme Hi-C with sequence capture of promoter regions. Applying the method to mouse embryonic stem cells, we identified promoter-anchored interactions involving 15,905 promoters and 71,984 distal regions. The distal regions were enriched for enhancer marks and transcription, and had a mean fragment size of only 699 bp — close to single-enhancer resolution. High-resolution maps of promoter-anchored interactions with HiCap will be important for detailed characterizations of chromatin interaction landscapes.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-015-0727-9) contains supplementary material, which is available to authorized users.

## Background

Enhancers are *cis*-acting DNA elements, essential for the regulation of transcription at nearby genes [1]. Although numerous methods exist for the genome-wide mapping of enhancers, e.g., STARR-seq [2] and ChIP-seq for transcription factors (TFs) [3], co-factors [4], chromatin modifications [5], and DNA hypersensitive sites [6], it is still challenging to globally identify the promoters regulated by each enhancer. Since enhancer regulation is mediated via genome looping, which physically brings distant regions into close proximity [7], selected promoter–enhancer interactions can be investigated using chromatin conformation capture (3C) [8]. Using a specific region as bait (e.g., a promoter), chromosome conformation capture coupled with sequencing (4C) [9, 10] can be used to map genome-wide interactions with the bait region at high sensitivity and resolution. Genome-wide chromatin interaction was first studied de novo with the development of Hi-C [11] that selected for ligated fragments without using any particular regions as baits. This method was successfully used to identify topological domains and higher-order chromatin interaction patterns [12]; however, its 5–20 kb resolution prevents mapping of individual promoter–enhancer interactions [13], and improvement in resolution scales with the square of the sequence depth. Chromatin interaction analysis by paired-end tag sequencing (ChIA-PET) was developed to enrich for long-range interactions involving specific DNA binding factors [14] or actively transcribed regions [15]. Although ChIA-PET has higher resolution than Hi-C, the dependence on specific proteins for the immunoprecipitation reduces analyses to specific enhancers or actively transcribed genes. In parallel to the development of ChIA-PET, capture probes have been designed to hundreds of specific chromatin regions to improve 3C resolution, in a method called Capture-C [16]. Recently, genome-wide interaction maps have been generated by combining Hi-C with capture probes targeting all promoters. They employed six-cutter restriction enzymes and obtained detailed chromatin maps at an average resolution of 3.4 kb [17, 18]. Another recent study [19] combined Hi-C with capture probes against 998 long non-coding RNA genes. Using DNase I instead of a restriction enzyme, they obtained smaller fragment size and the identification of hundreds of interactions at 1 kb resolution.

In this study we have developed HiCap, enabling the generation of genome-wide maps of promoter-anchored chromatin interactions with close to single-enhancer resolution. A strong enrichment was observed for interactions with distal regions harboring enhancer-associated marks and those were frequently transcribed. Additionally, we demonstrate that HiCap interactions contain gene regulatory information through integrative analyses of TF over-expression and genome-wide binding (ChIP-seq) data.

## Results

### Development of HiCap

To identify genome-wide interactions anchored on promoters, we started by experimenting with 3C and Hi-C procedures together with sequence capture of promoter regions. We constructed capture probes that targeted restriction fragments containing the annotated promoters for essentially all mouse genes (31,127 promoters in 16,696 unique genes) and additional control regions in intergenic regions and exons (*n* = 184) (Table S1 in Additional file 1). We first investigated extensions of the Capture-C procedure to genome-wide level (by coupling 3C with sequence capture), but observed that Capture-C strongly enriched for un-ligated fragments, producing few read pairs with informative (>1 kb apart) junctions (Fig. S1 in Additional file 2). Instead, we based HiCap on modified Hi-C followed by a sequence capture of promoter-containing fragments (Fig. S2 in Additional file 2). While published Capture-C libraries [16] contain 1.3–2.5 % read pairs with informative connectivity information (i.e., a 1 kb to 10 Mb distance between the read pair), the HiCap libraries had much higher content (26–46 %) of such read pairs (Fig. S1 in Additional file 2). We calculated library complexity, i.e., the number of unique DNA fragments, using Preseq [20], which extrapolates from read duplicate frequency, and found that the HiCap libraries also had higher complexity than Capture-C libraries per input amounts of cells (7.7-fold difference, *P* = 0.009, *t*-test; Table S2 in Additional file 1). To obtain high-resolution interactions, we performed the Hi-C step of HiCap using a 4-cutter (MboI), which has a theoretical mean fragment size of only 422 bp in the mouse genome (Fig. S3 in Additional file 2). 

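MboI recognizes the sequence GATC, and its sites divide chromosomes 1 to 19 and X of mm9 into 6407762 fragments. The mean length of these fragments is 402 bp and the median is 261 bp, with quartiles of 105 and 544 bp. Sites of HindIII, the enzyme of the earlier promoter capture that Fig. 1 shows, divide the same chromosomes into 822477 fragments with a mean of 3135 bp and a median of 2127 bp. A base of these chromosomes drawn at random lies in an MboI fragment of 846 bp on average and in a HindIII fragment of 6326 bp. The lengths were counted in the reference sequence and involve no library.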

We generated two HiCap libraries (biological replicates) from mouse embryonic stem cells (mESCs) and sequenced the libraries from both ends (2 × 100 bp) to a depth of 200–300 million read pairs. HiCap reads were mapped independently and read pairs were discarded if they mapped within 1 kb of each other (to remove self-ligated fragments) or were deemed invalid using a computational procedure developed for analyses of Hi-C read data [21]. 

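HiCap was carried out on 2 biological replicates of the R1 line of mESCs, fixed with 1% formaldehyde for 10 min and digested with MboI for 4 h. The paper's Table S4 gives 412977897 raw and 229316885 aligned unique read pairs for replicate 1, and 222135684 and 81866044 for replicate 2. The same table gives a capture efficiency of 17.9% and a duplicate share on target of 5.88% for replicate 1, against 43.5% and 67.2% for replicate 2. The authors aligned each end to mm9, discarded reads with several positions, exact duplicates and pairs under 1 kb apart, and assigned the remaining ends to MboI fragments. The deposited lists hold positions only: each interaction is a captured promoter fragment with its gene and a distal region on the same chromosome, which is a single MboI fragment for 95.4% of the distal regions of replicate 1 and 96.1% of those of replicate 2 and several adjoining ones for nearly all others. Replicate 1 lists 499746 distinct pairs of fragments at 28141 promoters of 20036 genes, and replicate 2 lists 553977 pairs at 24962 promoters of 18550 genes. The paper's Table S6 gives 500290 interactions for replicate 1 and 694224 for replicate 2, so the list of replicate 2 used here holds fewer than the paper counts. Olfactory receptor gene Olfr288 has 42 distal regions in replicate 1 and 52 in replicate 2, and the ribosomal protein gene Rpl8 has 258 and 239. The lists carry no read numbers, so the support of single interactions was not analysed here. In the part of the paper's Table S5 that was examined, 1995 interactions, the smallest support is 3 read pairs in each replicate, and all 1995 stand in both lists. A pair was counted as called when both replicates list the same promoter fragment with the identical distal region.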

We calculated the efficiency of the restriction enzyme MboI as 71 %, using quantitative PCR (Table S3 in Additional file 1). The promoter capture efficiency, i.e., the percentage of aligned reads mapping on targeted promoter regions (which constituted 0.4 % of the genome), was estimated to be 18–44 % (Table S4 in Additional file 1), corresponding to 45–110-fold read enrichment at promoters.

### High-resolution mapping of promoter-anchored interactions

To identify genome-wide promoter-anchored interactions, i.e., interactions with one read mapping to a targeted promoter region and its pair mapping elsewhere in the genome, we required the interactions to be supported with three or more reads in both biological replicates (Fig. S4 in Additional file 2). This resulted in the identification of 94,943 interactions involving 15,905 promoters (corresponding to 12,874 genes) and 71,985 distal regions. 

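The replicates listed different numbers of distal regions for the genes of the pluripotency factors Nanog, Esrrb, Sox2, Oct4 and Klf4. Nanog had 49 distal regions in replicate 1 and 13 in replicate 2, of which 4 were in both, and Esrrb had 81 and 6, of which 2 were in both. Sox2 had 25 and 58 with 16 in both, Pou5f1, the gene of Oct4, had 22 and 7 with 3 in both, and Klf4 had 4 and 47 with 2 in both. Across all genes, 94896 pairs were in both lists, which is 19.0% of the pairs of replicate 1 (95% interval 18.9 to 19.1, exact binomial) and 17.1% of those of replicate 2 (17.0 to 17.2). Distal regions within 1 to 5 kb of their promoter were shared most often, at 31.6% of the replicate 1 pairs and 58.0% of the replicate 2 pairs. Between 100 and 500 kb, these shares were 7.69% and 4.24%. In 100 redraws, each promoter kept its number of interactions and the distances were permuted over the list, and 10.5% of the redrawn pairs of replicate 1 and 9.34% of those of replicate 2 were in the other list. The observed shares were 1.81 and 1.84 times these, and lay above the highest redraws of 10.6% and 9.40%; with listed regions of several MboI fragments as units they were 1.75 and 1.78 times the redrawn ones. With repeated redrawn pairs kept, the ratios were 1.46 and 1.57. For replicate 1, the ratio was 1.35 between 1 and 5 kb and 5.08 between 100 and 500 kb. Replicate 2 listed 19.4% of its pairs over 1 Mb and replicate 1 listed 0.371%, and the intervals cover counting error only.

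**Figure D1:**
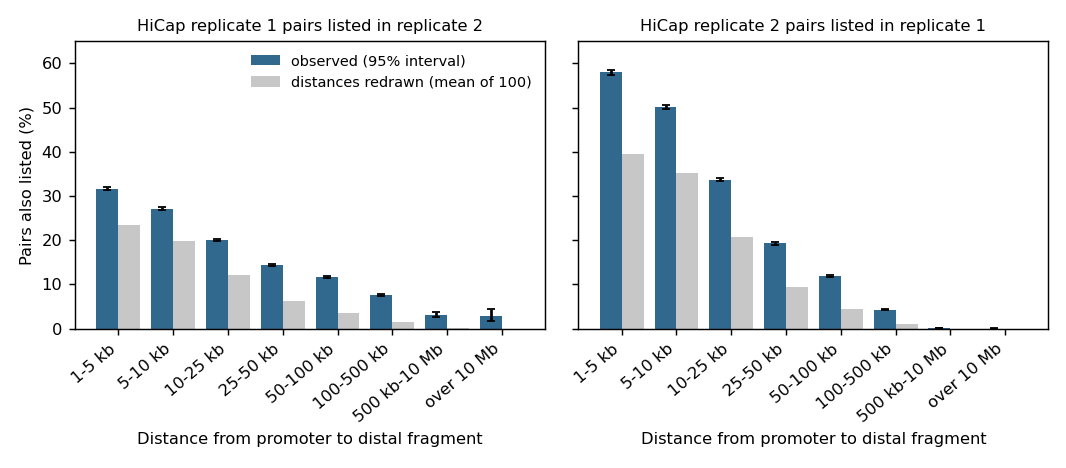
Share of the pairs of each HiCap replicate that the other replicate lists, in percent, by distance from promoter to distal fragment. Blue bars are the observed shares with exact 95% binomial intervals and grey bars the mean of 100 redraws of the distances; at 1 to 5 kb the blue bars reach 31.6% and 58.0%.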

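The pairs listed in both replicates joined 15876 promoters of 12867 genes with 71955 distal regions, or 55105 once adjacent fragments were merged. The gene with the most distal regions was RP23-82I5.15 on chromosome 11 with 121, followed by the carbonyl reductase gene Cbr2 with 115 and Igfbp4, which encodes an insulin-like growth factor binding protein, with 111. Atp5b, the gene of a subunit of the mitochondrial ATP synthase, and Rara, a retinoic acid receptor gene, had 100 each. Plcd4 had 99, LOC545261 had 97 and the platelet-derived growth factor receptor gene Pdgfrb had 96. Rpl8 had 87, and Pemt and Rpl5 had 84 each. RP23-82I5.15, Cbr2, Igfbp4, Rara and Pemt lie on chromosome 11. Among the genes of the factors in Fig. 4o, Ctcf had 22 distal regions, Stat3 18, Myc 17, Mycn 13, Suz12 12, E2f1 and Cdx2 6 each, Tfcp2l1 (Tcfcp2l1 in the figure) 4 and Zfx 1. Of the 21202 genes with a listed interaction in either replicate, 60.7% had a called one. The authors' combined list holds 94831 distinct pairs at 15874 promoters, of which 88319 were called here with the same promoter fragment. The other 6512 name another promoter fragment of the gene, and all 94848 combinations of gene and distal region in the combined list stand in both replicate lists.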

(Tables S5 and S6 in Additional file 1). Hereafter, we refer to the genomic regions observed to interact with one or more promoters as distal regions. First, we determined to what extent the resolution to call promoter-anchored interactions was improved with HiCap over previous methods that were based on either sonication (ChIA-PET) or a 6-cutter (CHi-C). To this end, we compared the lengths of our promoter and distal regions with those identified in published ChIA-PET interaction data generated with RNA polymerase II immunoprecipitation [15, 22] and Capture-Hi-C data in mESCs [17]. The 4-cutter resulted in much higher resolution for both the promoter and distal regions. The promoter fragments used for sequence capture were significantly shorter (mean 885 bp) compared with 6879 bp in a recent study [17] (Fig. 1a), which increased our ability to identify promoter-anchored interactions with proximal enhancers, e.g., those residing within the larger HindIII fragments. 

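Promoter fragments with a called interaction had a mean length of 887 bp and a median of 768 bp. The fragments named for Sco2, Arsa and Shank3, the genes of Fig. 1c, measured 143, 467 and 1488 bp. A set of 33329 captured promoter fragments from the lists, none longer than 22455 bp, had a mean length of 846 bp. The median of this set was 710 bp and the quartiles were 407 and 1138 bp. The HindIII fragments of mm9 at the promoters with a call had a mean length of 7139.6 bp and a median of 5949 bp. A total of 13906 called interactions (14.7%), at 5498 promoters, joined a promoter to a distal region inside the promoter's own HindIII fragment, over a median distance of 3901 bp. With neighbouring HindIII fragments included, the count was 30716 interactions (32.4%). Of the promoter fragments up to 150 bp long, 40.3% had a called interaction, against 52.6% of those between 1200 and 2400 bp and 47.3% of the longer ones. The lengths follow from restriction sites, but which fragments are listed depends on the replicate. Promoter fragments had a mean length of 1070 bp and a median of 726 bp in the list of replicate 1. In that of replicate 2, the mean was 990 bp and the median 733 bp. These means include 2 and 1 promoter fragments that start at position 0, so they are not comparable with the 846 bp of the set above. The medians compare the lists better.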

For distal regions, ChIA-PET and Capture-Hi-C data had a mean fragment length of 3789 and 3444 bp, respectively, whereas HiCap had significantly (*P* < 2.2 × 10^−16^, *χ*^2^ test) shorter fragments (mean 699 bp) (Fig. 1b), an adequate resolution to start mapping individual enhancers. However, it is important to note that ChIA-PET is designed to identify interactions mediated by protein complexes and the difference in resolution is thus compensated for by the specificity of the interaction information obtained. 

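The called distal regions had a mean length of 696 bp and a median of 568 bp, with quartiles of 340 and 907 bp. The region that contacted the most promoters, on chromosome 11 of mm9 from 100487902 to 100488989, measured 1087 bp, overlapped exons of Nkiras2 and Zfp385c and was linked to 36 promoters of 20 genes, among them Stat3, Stat5a and Stat5b, which encode signal transducers of cytokine receptors. The next, on chromosome 11 from 116003825 to 116004959 in an exon of Fbf1, measured 1134 bp and was linked to 32 promoters. A region of 803 bp in an intron of the splicing factor gene Sf1 on chromosome 19 was linked to 31 promoters. A region of 1272 bp in an intron of Diap1, on chromosome 18 from 38043430 to 38044702, was linked to 27 promoters of 23 genes, among them Pcdhgc3, Pcdhgc4 and Pcdhgc5 of the clustered protocadherins. Regions between 500 and 1000 bp made up 36.5% of the distal regions, and those over 2000 bp made up 2.51%. Of all MboI fragments of the genome, 19.6% are between 500 and 1000 bp and 23.2% are up to 100 bp, a class that held 1.42% of the distal regions. Counted by bases, these classes make up 33.9% and 2.71% of the genome, which lie nearer to the shares of the distal regions. The mean was 640.2 bp for all distal regions of replicate 1 and 592 bp for those of replicate 2, so the called regions were longer than those of either list.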

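At the locus of Sco2, Arsa and Shank3 on chromosome 15 of mm9, both HiCap replicates listed 4 distal regions for Sco2, which encodes a copper chaperone of cytochrome c oxidase, 8 for Arsa, the gene of arylsulfatase A, and 4 for Shank3, the gene of a synaptic scaffold protein. The promoter fragment of Sco2, from 89204170 to 89204313, was linked to 3 regions in Ncaph2, at 6.00, 8.58 and 9.49 kb, and to 1 region in Mapk8ip2 at 89.6 kb. The promoter fragment of Arsa, from 89307823 to 89308290, was linked to regions at 3.02 to 16.1 kb on both sides. Of these, the regions at 5.57 and 7.29 kb lie in the noncoding gene C230037L18Rik. The promoter fragment of Shank3, from 89328876 to 89330364, was linked to regions at 2.66, 4.52, 5.82 and 30.0 kb. The whole list of replicate 1, these regions included, names 23 distal regions for Sco2, 35 for Arsa and 32 for Shank3, and that of replicate 2 names 24, 22 and 35. In the authors' combined list, the 4 regions of Shank3 are assigned to another promoter fragment of the same gene.

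**Figure D2:**
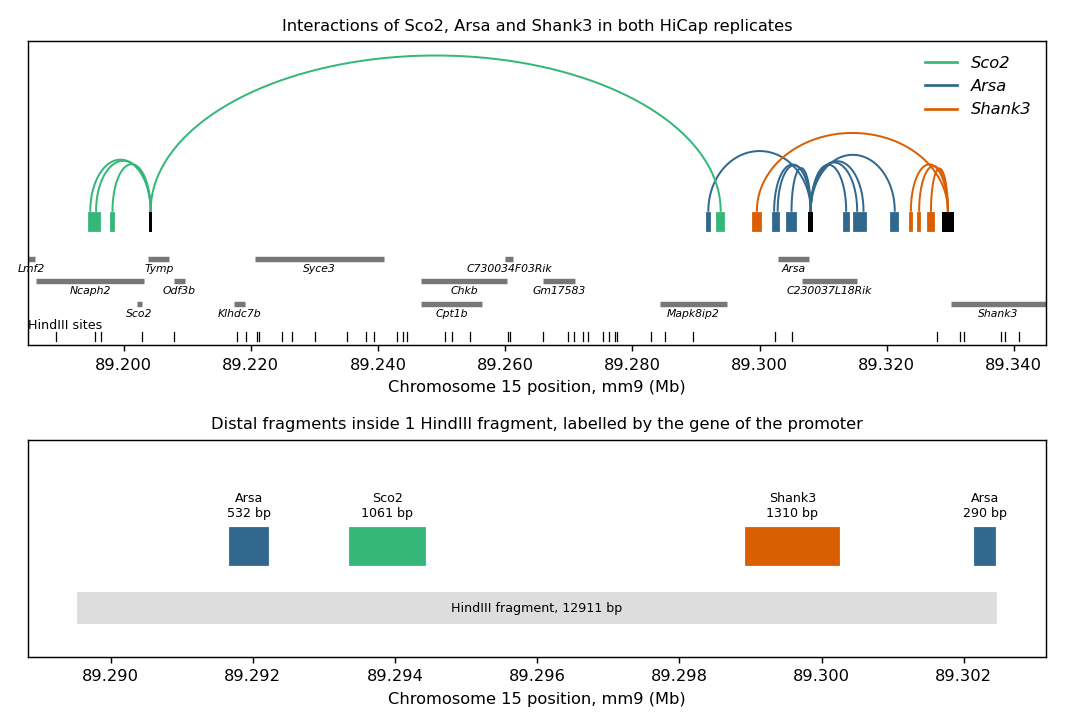
Map of the called interactions of Sco2, Arsa and Shank3 along chromosome 15 of mm9 (position in Mb), with arcs from promoter fragments in black to distal fragments in the colour of the gene, genes in grey and HindIII sites as ticks. The lower panel enlarges 1 HindIII fragment that holds 4 distal fragments, of 532, 1061, 1310 and 290 bp.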

Visualizing the promoter-anchored interactions obtained for three genes (*Sco2*, *Arsa* and *Shank3*) in mESCs with our 4-cutter strategy and a recent 6-cutter study [17] illustrated the benefits of increased fragment resolution (Fig. 1c). 

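A single HindIII fragment of 12911 bp, on chromosome 15 from 89289542 to 89302452, held 4 called distal regions of these genes. An Arsa region of 532 bp (89291682 to 89292214) and a Sco2 region of 1061 bp (89293360 to 89294421) overlap exons of Mapk8ip2, which encodes a scaffold protein of the JNK pathway. A Shank3 region of 1310 bp (89298934 to 89300244) and a second Arsa region of 290 bp (89302154 to 89302444) are intergenic. By the midpoints, the nearest captured promoter was that of Mapk8ip2 for the regions in its exons and that of Arsa for the intergenic ones. The Hi-C list held none of these 4 pairs.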

HiCap could distinguish between four promoter-anchored interactions (coming from three different genes) targeting four closely located regions (Fig. 1d) that were indistinguishable using a 6-cutter strategy. 

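Distal regions called in HiCap fell into 36173 HindIII fragments of mm9, of which 14191 (39.2%) held at least 2 and the fullest held 41. In 6906 HindIII fragments, the regions were linked to different sets of genes. In all, 49973 distal regions (69.5%) shared a HindIII fragment with another. The HindIII fragments that held a distal region had a mean length of 5865 bp and a median of 4712 bp.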

We observed hundreds of similar examples in which multiple HiCap distal regions were found within HindIII fragments used in CHi-C, as expected (Fig. S5 in Additional file 2). Likewise, using 6-cutter strategies for promoter-anchored interactions might be complementary as they, by design, identify longer-range interactions.

**Fig. 1:**
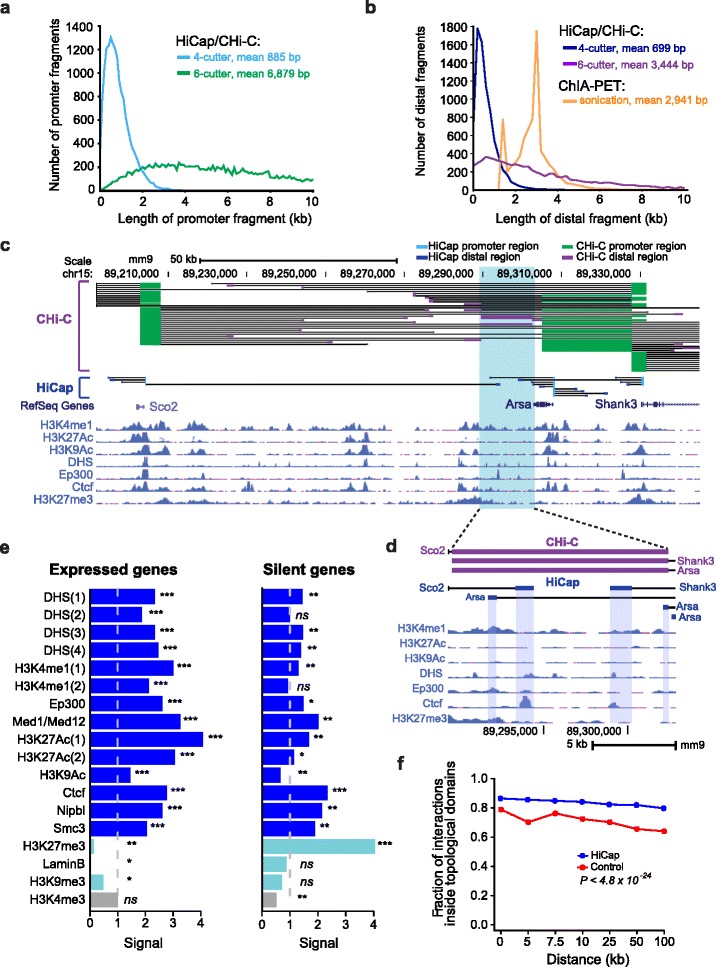
Genome-wide promoter-enhancer mapping with HiCap. **a** Length distribution of sequence-captured promoter regions in mESCs by HiCap and CHi-C based on either a 4-cutter (*turquoise*) or a 6-cutter (*green*). **b** Length distribution of distal regions identified by HiCap/CHi-C 4-cutter (*blue*), 6-cutter (*purple*) and ChIA-PET (*orange*) in mESCs. **c** Snapshot of observed promoter-anchored interactions for three genes (*Sco2*, *Arsa* and *Shank3*) in HiCap and CHi-C data, overlaid with genome-wide enhancer and chromatin marks. **d** Detailed zoom-in on one distal region identified by HiCap/CHi-C (6-cutter), which contains multiple smaller distal regions identified by HiCap/CHi-C (4-cutter). Promoters and distal regions are color coded as in (**a, b**). Gene names indicate which gene the distal region is interacting with. In both cases, these distal regions are interacting with same genes (*Sco2*, *Arsa* and *Shank3*). **e** Signal (observed overlap divided by expected) between HiCap promoter-anchored interactions mapping to distal regions and published genome-wide enhancers (*blue*), chromatin marks for silent genes (*turquoise*) and promoter marks (*gray*) in mESCs. HiCap distal regions were classified into expressed [>3 RPKM (reads per kilobase of gene model and million uniquely mapped reads)] and silent (≤0.3 RPKM) by the expression of their target genes. Significant (*χ* ^2^ test) comparisons are indicated with asterisks: *P < 0.05, **P < 0.001; ***P < 10^−10^; *ns* not significant. **f** Fraction of observed HiCap interactions contained within topologically associating domains (TADs), as a function of the interaction distance and compared with expected

### HiCap interactions are enriched for regions with enhancer features

In order to characterize the high-resolution promoter-anchored HiCap interactions, we investigated to what extent the HiCap distal regions overlapped with those enriched with enhancer-associated features from ChIP-seq and DNase hypersensitivity experiments (Table S7 in Additional file 1), henceforth referred to as “putative enhancers”. We excluded promoter–promoter interactions for these analyses. Overall, 64 % of the promoter-anchored HiCap distal regions overlapped putative enhancers, and we next assessed the enrichment of specific enhancer features in the distal regions as the ratio of observed to expected overlap. Expected overlaps were computed through randomly sampling fragments from annotated promoters using the observed distance distributions of HiCap interactions (preserving the non-random locations of promoters and enhancers in our background model). We found that HiCap distal regions interacting with promoters of expressed genes [RPKM (reads per kilobase of gene model and million uniquely mapped reads) >3] were significantly (*P* < 10^−21^, Chi-square (*χ*^2^) test) enriched for putative enhancers (Fig. 1e) carrying active marks, and significantly depleted for chromatin regions carrying repressive marks such as H3K27me3, Lamin B1 and H3K9me3 (*P* = 9.6 × 10^−8^, *P* = 9.2 × 10^−8^ and *P* = 0.014, respectively, *χ*^2^ test). Moreover, these distal regions were not enriched (*P* = 0.86, *χ*^2^ test) for promoter-associated H3K4me3 marks. In contrast, distal regions connected to promoters of transcriptionally silent genes were strongly enriched for the repressive chromatin mark H3K27me3 (*P* = 3.3 × 10^−13^, *χ*^2^ test; Fig. 1e). Furthermore, regions interacting with negative controls were significantly depleted for enhancer-associated chromatin marks and showed a significant enrichment for repressive chromatin marks (Fig. S6 in Additional file 2). Overall, these results demonstrate that the promoter-anchored interacting regions were highly enriched for regions with enhancer-associated chromatin marks or protein complex binding. As expected, we also observed that most HiCap interactions were contained within the same topologically associating domains (TADs; *P* < 4.8 × 10^−24^, *χ*^2^ test) and they were also depleted outside TADs (*P* < 3.2 × 10^−171^, *χ*^2^ test) (Fig. 1f; Fig. S7 in Additional file 2).

### Expression of enhancer RNA from mapped distal regions

We observed that HiCap distal regions were often expressed; e.g., 30 % had expression above 1 RPKM (Fig. 2a). Moreover, distal regions were significantly more often expressed than random intergenic regions within the same distances from promoters (*P <* 2.2 × 10^−16^, Wilcoxon rank sum test; Fig. 2a). Importantly, HiCap distal regions connected to active promoters had significantly higher expression levels than those connected to silent promoters (*P =* 6 × 10^−45^, Wilcoxon rank sum test; Fig. 2b). We also observed that the expression levels of distal regions and the connected gene with a HiCap interaction mapped to its promoter were more highly correlated (*P =* 0.001, permutation test; Fig. 2c) than the closest genes of distal regions without a HiCap connection (Fig. 2d). Furthermore, the expression of HiCap distal regions connected to non-closest genes also showed significantly higher correlation (*P =* 0.001, permutation test; Fig. 2e) than random non-closest genes on the same chromosome at the same distance apart (Fig. 2f). In conclusion, both enhancer-associated chromatin marks and enhancer RNA expression were found at HiCap distal regions in support of HiCap enrichment for promoter-anchored interactions involving enhancer regions.

**Fig. 2:**
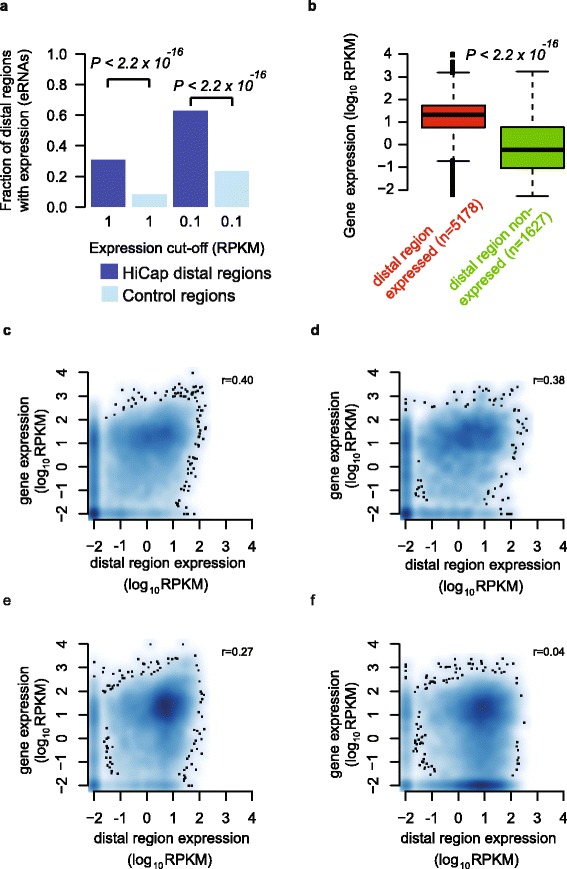
Expression of HiCap-identified distal regions and their correlations with target gene expression. **a** Fraction of HiCap distal regions with expression above 0.1 or 1 RPKM compared with random regions sampled within the same distances from promoters as observed interactions. **b** Boxplot comparing the expression of genes connected to either highly expressed (>10 RPKM) or non-expressed (≤0.3 RPKM) distal regions; number of genes is given in parentheses. **c** Spearman correlation of the expression of HiCap-mapped distal regions and their closest HiCap connected target genes. **d** Spearman correlation of the expression of HiCap-mapped distal regions and the closest gene without HiCap interaction. **e** Spearman correlation of expression of HiCap distal regions and non-closest HiCap connected target genes. **f** Spearman correlation of expression levels of HiCap distal regions and the expression of randomly connected non-closest genes on the same chromosome. When multiple distal regions are connected to the same gene, the RPKM sum was used for analyses in (**b**–**f**)

### HiCap interactions predict differentially expressed genes upon TF over-expression

Although several studies have mapped genome-wide chromatin interactions [11–15], it remains to be determined whether the interactions are sufficiently enriched for bona fide regulatory interactions to be predictive of gene expression levels, in particular in comparison with the current best practice, which is to link enhancers to their closest genes. To this end, we re-analyzed genome-wide binding locations of 15 different TFs in mESCs together with genome-wide differential expression analyses after TF overexpression to determine whether genes with HiCap interactions to putative enhancers were more often found upregulated. We first focused on the closest genes to mapped TF binding sites (Fig. 3a) and found that genes with HiCap interaction support for mapped TF binding sites were more often upregulated than those without HiCap interaction support (Fig. 3b). The higher enrichment was significant (*P* < 0.001, Fisher’s exact test) for HiCap interactions at several read thresholds (Fig. 3b). There was also a trend for published Hi-C interactions [12] to agree with the overexpression data.

**Fig. 3:**
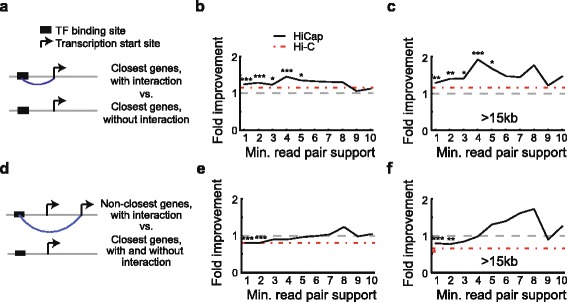
Validation of promoter–enhancer interactions by gene expression perturbation. Functional tests evaluating the predictive capabilities of HiCap- or Hi-C-mapped promoter–enhancer interactions. Transcription factor binding sites (TFBSs) were associated with promoters using either HiCap or Hi-C [12] interactions and compared with the set of genes closest to each TFBS. Gene sets were compared with upregulated genes from TF over-expression experiments, and fold improvement was computed based on the fraction of upregulated genes with HiCap (*black*) or Hi-C (*red*) interaction support over comparison gene sets (i.e., closest genes). **a** Comparison of only closest genes (to mapped TFBSs ) with interaction support with closest genes without interaction support. **b** Fold improvement in the fraction of upregulated genes among the closest genes with interaction support divided by the fraction of closest genes lacking interaction support. Significant (Fisher’s exact test) comparisons are indicated with asterisks: *P < 0.05, **P < 0.01; ***P < 0.001. **c** Like (**b**) but using a minimum 15-kb interaction distance. **d** Comparison between only non-closest genes (to mapped TFBSs ) with interaction support and closest genes (irrespective of interaction support). **e, f** Fold improvement in the fraction of upregulated genes among genes identified based on interactions with the set of closest genes. Details as in (**b-c**). Promoter–promoter interactions were excluded in all analyses for this figure

To investigate the functional relevance of interactions between distal regions and non-closest genes they are connected to, we evaluated their enrichment for upregulated genes. HiCap interactions mapped to more distant (non-closest) genes had similar and sometimes even higher enrichment for upregulated genes than the set of closest genes (Fig. 3c, d). Linking distant genes using the Hi-C dataset, however, resulted in worse enrichment than the closest gene set. Passing this rather strict perturbation-based validation test (strict since the effect sizes were compared with the effects for closest genes which often are targets) gives confidence that HiCap interactions reflect TF and, by extension, enhancer action.

### Network analyses of HiCap interactions

Most distal regions interacted with only one promoter (1.32 promoters on average), whereas the promoters interacted with 5.97 distal regions on average, often within 1–100 kb and both degree distributions followed a power-law indicative of a robust network topology [23] (Fig. 4a, b). 

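Most distal regions, 60905 (84.6%), were linked to 1 promoter, the mean was 1.32 and the median 1, and 356 regions were linked to 10 or more. A region in an intron of Sf1 and one near it on chromosome 19, from 6268156 to 6269896, were linked to 31 and 30 promoters, among them that of Men1, the tumour suppressor gene of menin. An intergenic region on chromosome 10, from 126948321 to 126949237, was linked to 28 promoters, among them those of Gli1 and Stat6, and one on chromosome 11, from 98649475 to 98651228, to 25, among them those of Rara, Cdc6 and Thra. Promoters were linked to 5.98 distal regions on average and to 3 in the median, 4970 promoters (31.3%) had 1 and 984 had 20 or more. In the single lists, the mean number of distal regions per promoter was 17.8 in replicate 1 and 22.2 in replicate 2. Of the called interactions, 93.7% spanned at most 100 kb, with 24.2% between 1 and 5 kb, 24.7% between 5 and 10 kb and 25.5% between 10 and 25 kb. The median distance was 10336 bp, against 19770 bp in the list of replicate 1 and 100867 bp in that of replicate 2. Upstream regions made up 47.8% of the 87623 interactions of genes with 1 annotated strand. The number of distal regions per promoter had a higher likelihood under a discrete lognormal than under a power law with an exponent of 1.61 (Vuong's statistic, power law minus lognormal, -38.1). For promoters per distal region, with a power-law exponent of 3.10, the statistic was -0.290. It was -5.74 for distal regions with at least 5 promoters, and nodes that share fragments are not independent. The paper describes both degree distributions as power laws and reads them as a sign of a robust network topology.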

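Genes of cytosolic ribosomal proteins had more distal regions than other genes: of 81 listed members, 70 (86.4%) had a called interaction, and the mean of log2(1 + distal regions) was 1.41 above that of random lists with as many promoters per gene. Rpl8 had 87 distal regions, Rpl5 84, Rps14 70 and Rpl27 67. Energy metabolism stood apart in the same direction, with 19 of 20 glycolysis genes called and a log2 difference of 1.27 and 64 of 79 genes of oxidative phosphorylation called and a difference of 0.68; Gapdh had 27 distal regions, Atp5g1 41 and Cox6a1 35, and Hk1 had none. Of 40 pluripotency genes, 34 (85%) had a called interaction and the difference was 0.98, with 62 distal regions for Id1, 55 for Trim28, 35 for Klf2 and 34 for Lefty2. Histone genes had a difference of 1.06, led by Hist1h4d with 34, cell cycle genes one of 0.81, led by Cdk2 with 54 and Cdc6 with 43, and clustered protocadherins one of 0.49, led by Pcdhgc3 with 43. Fibroblast genes, which mark another cell type, had a difference of 1.06: Pdgfrb had 96, Col1a1 77 and Col1a2 42, while Col6a2, Dcn, Lum, Mmp2 and Twist2 had no called interaction. Receptor genes of the nose had few: 37 of 496 olfactory receptor genes (7.46%) and 7 of 129 vomeronasal receptor genes (5.43%) had a called interaction, with differences of -1.19 and -1.21, or of -0.63 and -0.58 with the G+C content of the surroundings matched too. In the whole list of replicate 1, 89.5% of the listed olfactory and 97.7% of the vomeronasal receptor genes had an interaction. The differences there were -1.98 and -1.71. In the list of replicate 2, the shares were 35.3% and 21.7%, with differences of -2.61 and -2.80. Only genes that at least 1 replicate lists are counted, so a gene missing from replicate 2 is in replicate 1 by definition. The vomeronasal share of replicate 1 lay above that of other genes and did not pass Fisher's exact test (adjusted p = 0.655). The highest members of the receptor lists were Olfr288 with 6 called distal regions, Olfr701 with 5 and Vmn1r32 with 2. In a two-sided permutation test with 10000 random lists, p was 0.0002, the smallest these lists can give, for the ribosomal, glycolysis, oxidative phosphorylation, pluripotency, histone and both receptor lists (adjusted p = 0.000457, Benjamini-Hochberg over 16 lists). The adjusted p was 0.0028 for fibroblast genes, 0.00356 for cell cycle genes and 0.0186 for protocadherins. Over 15 kb, the permutation test did not pass for cell cycle (adjusted p = 0.11), glycolysis (adjusted p = 0.165) or histone genes (adjusted p = 0.0632), and in replicate 2 alone it did not for the last 2 (adjusted p = 0.0813 and 0.519). By the median, the permutation test did not pass for cell cycle genes (adjusted p = 0.0597) or vomeronasal receptors (adjusted p = 0.324), nor did it for protocadherins with 1 member for each of their 7 clusters (adjusted p = 0.065) or with no matching (adjusted p = 0.192). Developmental regulators held by Polycomb (100 genes; Gata6 27, Gata2 and Hoxd3 26), keratins (85; Krt16 and Krt17 16), genes of cohesin, Mediator and CTCF (39; Med24 33, Med16 31), imprinted genes (30; Impact 38, Mcts2 30), and genes of neurons (23; Camk2a 17) and liver (24; Hnf4a 18) did not pass this test. Fisher's exact test on the share of genes with a call passed for the ribosomal, glycolysis, oxidative phosphorylation, pluripotency, protocadherin, cell cycle and both receptor lists, with a largest adjusted p of 0.00734. Matched also on captured promoters within 100 kb, the histone difference was 0.41 (adjusted p = 0.0963) and the protocadherin difference -0.092 (adjusted p = 0.811) in the same permutation test, while keratins passed with -0.47 (adjusted p = 0.00533). In the permutation test on the whole list of replicate 2, the histone difference was 0.19 (adjusted p = 0.519) and the glycolysis difference 0.82 (adjusted p = 0.0813), while the liver list passed with a difference of 1.24 (adjusted p = 0.0072). The protocadherin difference was 0.91 in the list of replicate 1 and 1.33 in that of replicate 2, and the fibroblast difference was 1.61 in the latter.

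**Figure D3:**
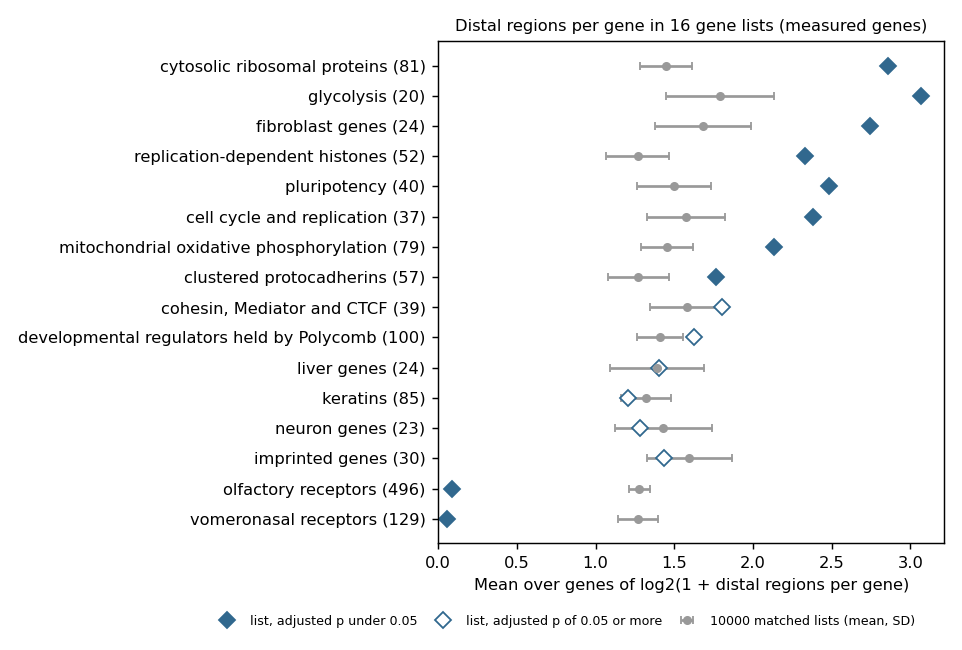
Mean over the genes of each list of log2(1 + distal regions per gene), with the number of listed genes in brackets. Blue diamonds are the lists, filled where the adjusted p is under 0.05, and grey circles with bars are the mean and SD of 10000 random lists matched on promoters per gene; the ribosomal list lies 1.41 above and the olfactory receptor list 1.19 below.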

Since gene regulation in the nucleus has a spatial component [24, 25], we investigated whether global HiCap interactions could inform about general organization of regulatory interactions. We noted an apparent enrichment for interconnected clusters (cliques) of only promoters (Fig. 4c, d), only distal regions (Fig. 4e, f) as well as motifs involving both distal regions and promoters (Fig. 4g–k). The largest promoter cliques we found involved 19 promoters each, all involving a group of genes on chromosome 17 (Fig. 4l). Interactions involving two promoters were likely over-represented due to sequence capture. But we also detected high read support for interactions involving two distal regions, which surprised us considering these regions were not enriched for by sequence capture. 

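Hi-C with MboI and without capture was carried out on R1 mESCs in 2 replicates, which the authors deposited as 1 pooled list of promoter-anchored interactions. The list holds 74807 distinct pairs at 23091 promoters of 16947 genes and 66871 distal regions with a mean length of 712 bp. For genes of the cluster in Fig. 4l, it names 36 distal regions for Fasn, which encodes fatty acid synthase, 32 for RP23-82I5.15, 31 for Cbr2, 28 each for Gcgr and Dysfip1, 20 for Aspscr1 and 17 for P4hb. Fewer are named for Rac3 (5), Pycr1 (4) and Dcxr (3). HiCap called 83 distal regions for Fasn, 68 for P4hb, 59 for Dysfip1, 52 for Aspscr1, 26 for Rac3, 15 for Pycr1, 14 for Dcxr and 5 for Gcgr. The list gives positions without read numbers and does not separate the replicates, so no spread between Hi-C replicates can be given. Interactions between pairs of promoters or pairs of distal regions were not analysed here.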

We did rediscover those interactions in our 4-cutter Hi-C data (Fig. 4m; Fig. S8 in Additional file 2). Moreover, read support for interactions involving two distal regions was higher than for interactions between a promoter and a distal region (Fig. 4n), providing additional support for enhancer–enhancer interactions [12] and indicating that they are prevalent (Table S6 in Additional file 1). Further analyses of the interactions between distal regions revealed that they were more often bound by the same TF than what would be expected by chance, with significant enrichments for Zfx, Klf4, Essrb, E2f1 and Ctcf, and a trend towards enrichment for other factors (Fig. 4o). Interestingly, genes connected through promoter interactions or mutual interactions to the same distal regions were more often annotated to belong to the same gene ontology categories (Fig. 4p; Table S8 in Additional file 1), supporting the previous finding that such interactions could be involved in transcriptional coordination [15]. Finally, we observed that pairs of genes with interacting promoters had, on average, higher read pair support if they were additionally interacting with one or more distal regions (Fig. 4q).

**Fig. 4:**
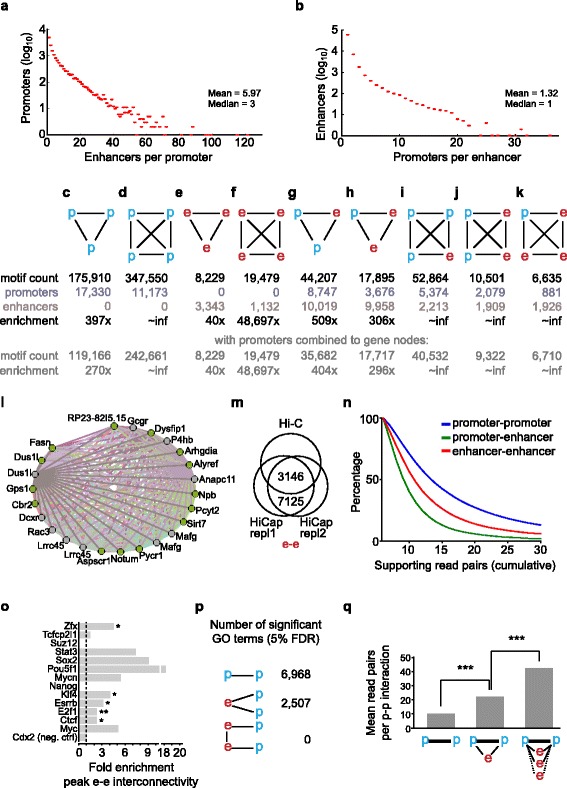
Motifs and interconnected clusters of promoters and enhancers. **a, b** Distributions of interaction for promoters (**a**) and enhancers (**b**). **c**–**k** Interaction motifs involving promoters (*p*) and/or enhancers (*e*) together with their occurrence among HiCap interactions and the numbers of unique promoters and enhancers within the motifs. **l** The most highly interconnected set of promoters, arranged by genomic coordinates and annotated with gene name. Promoters in *green* are all connected to each other whereas the ones in *grey* are missing some interactions. **m** Overlap between enhancer–enhancer interactions identified in HiCap and in-house Hi-C interactions. **n** Percentage of interactions supported with different read pair thresholds. **o** Mean degree for nodes (i.e., enhancers) in subnetworks of only enhancer nodes bound by the same TF or chromatin remodeling protein. Asterisks indicate significance (*P < 0.05, **P < 0.01, ***P < 0.001) computed against randomized enhancer node selections in the network. **p** Number of significant gene ontology (*GO*) categories enriched among gene pairs that share the same category, for genes connected by HiCap interaction motifs. *FDR* false discovery rate. **q** Mean read pair support for promoter pairs with increasing number of common enhancer interactions (0, 1 or ≥2)

## Discussion

We developed HiCap for the genome-wide identification of regulatory interactions. It was important to base the method on Hi-C, rather than 3C as in Capture-C, to obtain sufficient enrichment for ligated fragments. Using HiCap, we observed stronger enrichments for ChIP-seq inferred enhancers than with existing methods, likely due to incorporation of sequence capture targeting promoter sequences. Also, HiCap provides better sensitivity compared with Hi-C by fixing one interaction partner, thereby overcoming the need to quadruple the sequencing depth to double the sensitivity. 

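Of the interactions called in HiCap, 11822 (12.5%, 95% interval 12.2 to 12.7, exact binomial) were in the Hi-C list with the same promoter and the identical distal region. Per gene, Hi-C listed 51 distal regions for Rara, 46 for Pemt, 27 for Igfbp4, 24 for Plcd4, 14 for Atp5b and 13 for Pdgfrb, and among the genes of pluripotency factors it listed 5 for Esrrb, 4 for Nanog, 3 for Sox2, 2 for Pou5f1, 2 for Klf4 and none for Tfcp2l1. In 100 redraws by distance, 6.26% of the redrawn pairs were in the Hi-C list and the highest redraw reached 6.39%. The observed share was 1.99 times the redrawn one over all distances (1.70 times with repeated redrawn pairs kept and 1.90 times with listed regions of several MboI fragments as units), 1.61 times between 1 and 5 kb and 24.3 times between 100 and 500 kb, where 143 of 5813 called interactions were in Hi-C. Interactions listed in 1 HiCap replicate alone were in Hi-C less often, at 3.17% for replicate 1 and 1.05% for replicate 2. These shares pool different mixes of distances. Within 25 kb, they were 5.39% for replicate 1 alone and 4.48% for replicate 2 alone, against 15.3% of the called interactions. In the other direction, 15.8% of the Hi-C pairs (15.5 to 16.1) were called in HiCap and 39.4% were in at least 1 of its replicate lists. Hi-C listed a mean of 3.24 distal regions per promoter. Within 1 kb of the identical region, 35.1% of the called interactions had a Hi-C pair, against 23.2% in redraws. The number of Hi-C read pairs is unknown here, so the shares compare lists and not the yield per read. The paper reasons that fixing an interaction partner spares HiCap the sequencing depth that Hi-C needs.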

Considering 4C as a reference method with the highest resolution to identify interactions at selected loci, HiCap had comparable reproducibility to other genome-wide methods (Fig. S9 in Additional file 2). It would be possible to use a broader target set such as the ~600,000 Fantom5 putative promoters [26] (8.7 % of which are within our promoter set), although it might not be possible to fit such numbers onto current oligo synthesis arrays. A recent study [27] introduced a combination of Hi-C with selected sequence capture of three long genomic regions containing disease-associated SNPs in gene deserts to identify several interactions in breast cancer. This illustrates the flexibility in combining Hi-C with sequence capture probes for disease-associated regions in detail [27] or genome-wide promoter interactions as performed in HiCap (this study) and Capture-Hi-C [17, 18]. Although increased resolution allowed HiCap to identify distal regions within CHi-C bait and distal regions, it is important to note that using a 6-cutter during the Hi-C step enabled CHi-C to identify longer range interactions compared with HiCap, which employs a 4-cutter during the Hi-C step (Fig. S10 in Additional file 2). Since HiCap relies on promoter capture, it may not be well-suited for studying organisms where the promoter regions are not well-annotated.

The promoter-anchored chromatin landscape did not just interact with distal regions. We observed extensive promoter–promoter interactions, but also more surprisingly abundant interactions between two or more distal regions. Despite our enrichment for promoter-anchored interactions, which selected against such distal to distal region interactions, we observed them with comparable read support to promoter-anchored distal interactions. This result supports an early Hi-C-based observation of putative enhancer–enhancer interactions in mESCs [13], and indicates that interconnected enhancer regions might be interesting to explore functionally. The distal regions seem to be enhancers, as they interact with promoters and are usually occupied by enhancer-associated TFs. Additionally, our analyses indicate that interacting pairs of distal elements are enriched for occupation by the same TF, which might help explain the formation or function of these interactions.

Although a large fraction of distal regions (65 %) were connected to the closest gene, HiCap identified thousands of long-range interactions. 

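Called distal regions were linked to the nearest captured promoter in 44169 cases (61.4%, 95% interval 61.0 to 61.7, exact binomial), against 44.1% in 100 redraws of the distances. Any promoter of the nearest gene was linked in 71.4%, against 56.6% in the redraws, a comparison made after the lists were examined. The nearest promoter was the partner of 87.4% of the interactions between 1 and 5 kb, of 32.9% between 10 and 25 kb and of 0.751% of the 5993 over 100 kb. In 9182 interactions (9.68%), at least 5 captured promoters lay between the promoter and the distal region, and in 56992 (60.1%) none did. Of the called interactions, 66 spanned over 1 Mb and 19 of these over 10 Mb, while the authors' combined list holds 55 and 8. The longest joined promoters of Ifitm2, an interferon-induced gene on chromosome 7, over 94.1 Mb, of Mir684-1 on chromosome 10 over 73.0 Mb, of 4932418E24Rik on chromosome 2 over 72.4 Mb, of 6820431F20Rik on chromosome 8 over 52.1 Mb and of Rn45s, a ribosomal RNA precursor, on chromosome 17 over 31.3 Mb. The Hi-C list held 15 of these 66 (22.7%), against 2.48% of the called interactions between 100 kb and 1 Mb. Whether the sequence at the distal ends of the 66 is unique in the genome was not tested. Their presence in Hi-C alone therefore does not settle these distances. The share linked to the nearest promoter was 56.3% in the list of replicate 1 and 27.1% in that of replicate 2, and among called interactions over 15 kb it was 17.3%.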

Importantly, we demonstrated that interactions between distal regions and more distant (non-closest) genes were as enriched for genes that became upregulated after TF over-expression as the set of closest genes. Although our improvement has a modest effect size, our results suggest that target genes from ChIP-seq experiments should contain both closest genes together with HiCap interactions involving genes further away from the TF binding location without diluting the signal. Similar incorporation of Hi-C interactions would dilute signal and should be avoided. TF perturbation tests, such as the one introduced in this study, will be important to assess predictive abilities of interactions identified in existing and novel methods. At present, it demonstrates that regulatory interactions are significantly captured with HiCap, but at the same time that predictive power is modest.

## Conclusions

We describe a new strategy for high-resolution mapping of genome-wide chromatin interactions anchored on promoters. In order for our resolution to match the sizes of promoters and enhancers, we shifted from using a 6-cutter restriction enzyme to instead using a 4-cutter. This resulted not only in higher resolution of promoters and distal regions, but also higher enrichment for enhancer features in our distal regions than has been reported in previous studies. Therefore, the methodology developed in this study will be important for high-resolution characterization of genome-wide interactions involving promoters and enhancers.

## Materials and methods

### Culturing of mESCs

mESCs (line R1) were obtained from Janet Rossant’s lab (Toronto, Canada). Cells were maintained on 0.1 % gelatin-coated dishes in Dulbecco's modified Eagle medium (DMEM) supplemented with 10 % fetal calf serum, 0.1 mM non-essential amino acids, 0.3 mg/ml L-glutamine, 1 mM pyruvate (Invitrogen), and 1000 U/ml murine leukemia inhibitory factor (Chemicon International ESGRO), and were kept in a 5 % CO_2_ atmosphere at 37 **°**C. The medium of undifferentiated cells was changed daily.

### Experimental procedure of HiCap

Hi-C was performed on mESCs as previously described [11], except for the following modifications. We generated replicate experiments from ~5 million mESCs that were cross-linked with 1 % formaldehyde for 10 min. Cells were lysed and nuclei were isolated. Isolated nuclei were digested with 4-cutter FastDigest MboI (Thermo Scientific, 1 μl/μg DNA) for 4 h at 37 **°**C. The ends of digested material were filled with biotinylated dATP, dGTP, dCTP and dTTP using Klenow fragments (Fermentas, 0.1 U per 1 μg DNA). Klenow was deactivated using 0.01 M EDTA at 75 **°**C for 15 min. Then the material was diluted to 3.5 ng/μl and ligated using T4 DNA Ligase (Promega). The crosslinking was reversed by adding Proteinase K and incubating overnight at 65 **°**C. The proteins were removed and DNA was purified using phenol-chloroform followed by ethanol precipitation. Biotinylated but unligated ends were removed using T4 DNA polymerase by incubating at 12 **°**C for 15 min. The material was fragmented to 300–600 bp by sonication. The fragment ends were repaired and A-tailed. Then the biotinylated fragments were bound to streptavidin beads and unbound fragments were washed away. Sequencing adapters were then ligated to the fragments bound to beads. The material was amplified for six to nine cycles while bound to beads to obtain sufficient amounts for sequence capture. Original biotinylated material was removed and the supernatant was hybridized to a sequence capture probe set according to the manufacturer’s instructions (Roche Nimblegen Inc.). Hybridized material was washed according to the manufacturer’s instructions and amplified with PCR for three to six cycles.

Hybridization of the probes to the Hi-C material was done exactly according to the manufacturer’s instructions (Roche Nimblegen Inc). Briefly, 1 μg of Hi-C material was mixed with 5 mg COT DNA, 1 μl of 1000 μM Universal Oligo, and 1 μl of 1000 μM Index Oligo and dried down in a vacuum concentrator on high heat (60 **°**C). Then, 7.5 μl of 2× hybridization buffer and 3 μl of hybridization component A [these components are included in the Nimblegen SeqCap EZ Hybridization and Wash Kit (catalog number 05 634 261 001)] were added to the dried down material, mixed well by vortexing for 10 s and centrifuged for 10 s. The mix was placed in a 95 **°**C heat block for 10 min to denature the DNA, and then centrifuged for 10 s at maximum speed. The mixture was then transferred to a 0.2 ml PCR tube containing 100 ng of the appropriate probe set (4.5 μl volume). The mixture was vortexed for 3 s and centrifuged for 10 s and placed in a thermocycler set at 47 **°**C for incubation for 64–72 h. The thermocycler’s heated lid was set to 57 **°**C.

After the incubation, the mixture was washed to eliminate unhybridized probes. Wash buffers (Stringent, I, II and III) and 100 μl of streptavidin beads were prepared for each hybridization according to the manufacturer’s instructions. The hybridization mix was mixed with 100 μl of streptavidin beads, further mixed by pipetting up and down 10 times and placed back in the thermocycler at 47 **°**C for 45 min. After the incubation, 100 μl of 1× wash buffer I heated to 47 **°**C was added to the mix and vortexed for 10 s. The contents of the tube were transferred to a 1.5 ml tube that was placed in a magnet to bind the beads. The liquid was removed and discarded once clear. Stringent wash buffer (200 μl, 1×) heated to 47 **°**C was added to the beads, pipetted up and down 10 times and incubated for 5 min at 47 **°**C. The mix was then placed in the magnet and liquid was removed once clear. The wash with 1× Stringent wash buffer was repeated once more. Then, 200 μl of 1× wash buffer I was added to the mixture and mixed by vortexing for 2 min; the beads were collected using the magnet and liquid was discarded once it was clear. The same steps were then repeated using 300 μl wash buffer II (except this time vortexing for 1 min) and 200 μl wash buffer III (except this time vortexing for 30 s). To elute the captured material from the beads, 50 μl of PCR-grade water was added to the beads and they were stored at −20 °C until further use.

The resulting DNA libraries were sequenced 100 bp from both ends (paired-end sequencing) on a HiSeq 2000 (Illumina Inc.). This is long enough to map to ~90 % of the genome [28], including, e.g., dead retrotransposon repeats [87 % mappability for long terminal repeats, 82 % for long interspersed elements (LINEs), 98 % for short interspersed elements (SINEs)], as annotated by RepeatMasker and using mappability files from MULTo [28]. We performed a number of alternative washing procedures to see if we could improve sequence capture efficiency. However, we find that the washing procedure recommended by the manufacturer performed the best. Table S9 in Additional file 1 summarizes the alternative washing procedures tried and corresponding sequence capture efficiency (percentage of reads that are mapped on the probe sequences).

### Mapping of sequence data

Paired-end sequences were aligned to the mouse genome (build mm9) through HiCUP [21] which used Bowtie [29] version 0.12.7 in single-end mode for the two ends separately, and with iterative trimming from the 3’ end for unaligned reads. Multi-mapping reads were discarded. Paired-end mapping is not suitable for HiCap libraries as the 100 bp on either end often contain the ligation point so that a paired-end mapper would soft trim that sequence end, effectively removing the pairing information. We therefore used custom scripts to pair the independently mapped sequence ends and we indexed each sequence pair to their corresponding MboI restriction fragment.

### Sequence capture probes

We designed sequence capture probes against mouse promoters compiled from multiple sources. RefSeq and Ensembl annotations were used together with transcription start sites from DBTSS (from 25 May 2010) and MPromDb (from 28 May 2010). There were in total 53,501 target sequences (targeting closest upstream and downstream MboI sites of each promoter and negative controls) and the probes covered 93.5 % of the target bases (11,293,801 bases). DBTSS is based on full-length mRNAs, and mostly corresponds to RefSeq and Ensembl. MPromDb is based on RNA polymerase II and H3K4me3 ChIP-seq data for different cell types, including ESCs. From annotated transcript start sites, we searched for the closest restriction cut sites (GATC) on each side, and chose the last 150 bp before the cut site as the captured regions. When restriction sites were <300 bp apart we chose the whole region between them. From these regions, Nimblegen designed the actual probe sequences. We also selected exonic and intergenic control regions which were included in the same probe selection pipeline.

### Calling of interactions

HiCUP software available at Babraham Bioinformatics [21] was used to filter out non-informative and unlikely pair combinations. Read pairs with the exact same mapping positions were discarded (to remove any potential effect from PCR duplicates) and pairs less than 1 kb apart were excluded. We only used pairs with at least one read mapping to probe regions. We counted the number of times each pair is observed for each set of probes belonging to promoters to derive interaction read support. We required at least three supporting read pairs in each biological replicate to call an interaction. We did not see any correlation between the number of restriction enzyme fragments closest to a transcription start site and interactions originating from that transcription start site (r^2^ = 0.065, Pearson correlation coefficient). 

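The G+C content of the called distal regions averaged 46.6% with an SD of 6.25 among regions, and chromosomes 1 to 19 and X of mm9 together have 41.8%. It lay between 40 and 70% in 86.1% of the regions, a lower share than the 99% that the paper gives. In MboI fragments at redrawn distances from the same promoters, the mean was also 46.6%, with an SD of 6.64, and 84.7% lay between 40 and 70%. Regions called over 15 kb from their promoter averaged 47.3%. All distal regions listed in replicate 1 averaged 45.2%, as did those of replicate 2. The genes of nasal receptors lie in poorer surroundings, with a median G+C content of 39.1% in the 200 kb around olfactory receptor genes, against 44.9% for all listed genes.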

G+C content of HiCap distal regions was slightly higher than the genome average (47 ± 6.7); 40–70 % for 99 % of HiCap distal regions. Promoter–promoter interactions were called similarly, but required that both ends of the paired reads aligned with probes belonging to promoters. We also mined the raw read pairs for interactions involving only distal regions. For this purpose we collected all distal regions from significant promoter–distal interactions and performed similar analyses for read pairs with both ends originating from a HiCap distal region. Following is a breakdown of called interactions and how they distribute over expressed and non-expressed genes. We detected at least one interaction for 73 % of the expressed genes (11,786 out of 16,241, RPKM >0.3) and for 48 % of genes with no detectable expression (6532 out of 13,584). Unsaturated sequencing could account for the fact that we did not detect any interaction for 27 % of the expressed genes. It is not surprising, however, that we did not detect any interaction for 52 % of genes with no expression as they might not be involved in distal interactions. 

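Of the genes with a listed interaction, 5279 had at least 2 captured promoters, and 4071 of these (77.1%) had a called interaction. Captured promoters are counted here from the promoter fragments that the lists name, so those without a listed interaction are missing. In 2024 genes (49.7% of the 4071) the called interactions came from 1 promoter, and in 1210 every listed promoter had one. Genes with 1 captured promoter had a called interaction in 55.2% of cases, those with 2 in 71.7%, those with 3 in 80.2% and those with 4 in 86.6%. Shank3 is a gene with 3 captured promoters, and Stat3 has 7 and Suz12 has 3. Across 21202 genes, which are not independent replicates, the number of captured promoters and of called distal regions had a Pearson r of 0.178 and a Spearman rho of 0.226. A gene with more interactions can have more promoters listed, so these values and the shares above are partly circular.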

There are also cases where only one of the alternative promoters of the same gene is involved in a distal interaction; therefore, it is fairer to assess the number of genes with interactions rather than the number of promoters.

### Analyses of overlap with enhancer ChIP-seq data

We downloaded enhancer regions inferred from different ChIP-seq experiments carried out in mESCs (Table S7 in Additional file 1). We sorted the mapped regions in each experiment to analyze only the top 5000 mapped regions from each experiment, in order to control for different signals and background levels in the different experiments. For Mediator data, we downloaded raw reads for Med1 (SRX022694 and SRX022695) and Med12 (SRX022692 and SRX022693) and aligned these to the mouse genome mm9. We performed peak calling using SISSRs version 1.4, and concatenated and sorted the peaks. ChIP-seq mapped regions were extended to 1000 bp if they were shorter (relevant only for Mediator bound regions). For analyses of HiCap overlap with putative enhancers, we computed the observed to the expected overlap. To calculate the percentage of HiCap promoter–enhancer interactions overlapping with at least one enhancer mark we simply overlapped HiCap enhancers with Chip-seq associated mESC enhancer features from Additional file 1: Table S7. The observed overlap was simply computed as the fraction of HiCap interactions that overlapped (by at least one nucleotide) with enhancer mapped regions. To compute the expected overlap we randomly sampled regions close to annotated transcription start sites, using the actual distance distribution of HiCap interactions. We found this procedure to better control for the non-random locations of genes and enhancers in the genome, whereas the computation of expected overlap based on a fully random model (the fraction of genomic fragments overlapping putative enhancers) rendered all tests significant.

### Comparison of HiCap and in-house Capture-C with published Capture-C

We performed Capture-C (3C coupled with sequence capture) using our custom promoter probes. We downloaded Capture-C raw reads from the Gene Expression Omnibys (GEO) database with sample IDs [GEO:GSM1156607] and [GEO:GSM1156608] (for Ter119^+^ cells) and [GEO:GSM1156609] (for mESCs).

### Expression level analyses in mESCs

We prepared a RNA-seq library for mESCs using the Illumina mRNA-seq protocol. The library was sequenced with an Illumina GAIIx at 50 bp read length in single-end mode (Fasteris, Switzerland). Reads were aligned to the mouse genome (mm9 assembly) and a comprehensive collection of splice junctions [30] using Bowtie (version 0.12.7). Expression levels were estimated as RPKM using Rpkmforgenes [31], where only uniquely mappable positions were included in the gene model length. Mappability was determined using MULTo [28] and gene models were based on RefSeq annotation downloaded from the UCSC genome browser on 31 July 2011.

### Functional test of HiCap interactions

To assess the power of HiCap interactions to predict differentially expressed genes after TF perturbation, we constructed the following test (with results presented in Fig. 3). TF binding data were downloaded [32] (Table S3 in Additional file 1) as well as expression data after TF overexpression [33] (Table S2 in Additional file 1). For each TF present in both datasets, we listed the closest gene to each midpoint of the binding region. We identified HiCap interactions connecting promoters to the restriction fragment containing the binding site midpoint and listed the genes of those promoters. For Fig. 3b, c, we compared the closest gene of peaks without HiCap interactions with the closest genes that also had a HiCap interaction. For Fig. 3e, f, we compared non-closest genes with HiCap support with the set of closest genes (irrespective of HiCap interactions). This procedure was performed also on Hi-C interactions. We compared the fraction of upregulated genes present within the gene sets and report the differences as fold improvements, by dividing the two numbers by one another. To explain the test in detail for Fig. 3d–f, we computed the number of closest genes, Nc, and the number of HiCap-connected genes, Nh. From the expression data we identified differentially expressed genes after each TF perturbation independently (false discovery rate ≤0.05 and fold change >1.5). Next, we computed the number of unique genes that were differentially expressed and also present in either the set of closest genes (Uc) or HiCap inferred (non-closest) genes (Uh). We summarized the enrichment as fold improvement [Uh/Nh]/[Uc/Nc] and calculated a *P* value using the *χ*2 test with Uh and Uc as observed and Nh/Nc as their expected ratio. For the compound test including all TFs, we summed all values of Nc, Nh, Uc, and Uh and performed the same tests.

### Visualization of interactions

We downloaded a significant “promoter–other” interaction table for CHi-C and selected 548,551 interactions based on their log observed/expected value [17]. We made a GFF file for HiCap and CHi-C interactions and uploaded it to the USCS Genome Browser. We overlaid interactions on selected tracks of enhancer features (while keeping their default minimum and maximum data range unchanged).

### Analysis of TADs

We downloaded TAD coordinates from a Hi-C study on mouse ESCs [12]. We then calculated the fraction of HiCap interactions completely contained within a TAD, spanning two or more TADs, or with one or both ends outside annotated TADs. We performed the same analysis on control region interactions that were calculated by randomizing the chromosomes while keeping the distance the same as in HiCap. The fraction of interactions was calculated as a function of the distance between promoters and distal elements. *P* values were calculated using the *χ*^2^ test on each paired fraction and the highest *P* value was reported.

### Analyses of enhancer RNA expression

We re-analyzed mapped GRO-seq data present in the GEO (GSM1186440 and GSM1186441 combined) [34] to determine expression levels for HiCap-inferred distal regions. 

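Of the called distal regions, 36.5% overlapped no gene of the GENCODE annotation of mm9 without pseudogenes, 24.4% overlapped an exon and 39.1% lay in introns. At redrawn distances from the same promoters, 33.9% of MboI fragments were intergenic, 27.5% overlapped an exon and 38.6% lay in introns, with redraws between 33.5 and 34.2% for the intergenic share. The redrawn fragments were longer, with a mean of 829 bp against 696 bp, so these shares are not matched on length. An example of an intergenic region is the one linked to 25 promoters at Rara and Thra, and an exonic one is the region in Chrnb1 that was linked to 31 promoters. Transcription start sites were held by 1.09% of the called regions and by 5.25% of the redrawn fragments. Captured promoter fragments made up 3.76% of all redrawn fragments, against 0.111% of the called regions. The paper calls interactions between promoters separately, so the low shares among called regions follow at least in part from how the lists were made. All distal regions listed in replicate 1 were intergenic in 39.3% and those of replicate 2 in 43.0%.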

For that we used HiCap distal regions that do not overlap (intergenic, 42 %) with any genes from the RefSeq annotation. In parallel, we generated random regions located within the same distances from promoters as HiCap distal regions, having the same average length as HiCap distal regions and not overlapping with genes from RefSeq annotation. We calculated expression levels (RPKM) for distal and random regions using the Rpkmforgenes [31]. P-values were computed using *χ*^2^ test based on the fraction of total regions from HiCap and random with expression above either 0.1 or 1.0 RPKM.

### Interaction motifs

We mined the HiCap interactions between promoters and enhancers to enumerate the occurrences of motifs (Fig. 4a–j). As a background model to calculate enrichment, we randomized promoter–promoter, enhancer–promoter and enhancer–enhancer interactions separately five times but keeping the degree distributions. Motifs which did not occur in the background were assigned “~inf” enrichment. To calculate *P* values in Fig. 4q, we grouped interactions by distance (1000–1999, 2000–3999, 4000–7999, etc. up to 64,000–127,999) and by the sum of the degree of the promoter nodes (2, 3, 4, etc. up to 20). We then performed a one-tailed Wilcoxon rank sum test for each group (for 0 versus 1 or 1 versus 2+ enhancers), and combined the *P* values by Stouffer's z-score method, to compute two-tailed *P* values. The *P* values were also significant (*P* < 10^−300^) without this consideration for distance and network degree.

### Gene ontology analyses of interconnected gene pairs

We tested if gene pairs connected through promoter–promoter, promoter–enhancer–promoter interactions more often shared annotated gene function. To this end, we used the gene ontology service DAVID [35]. First we calculated for each gene ontology term how many gene pairs were connected through one or more HiCap interactions in the patterns outlined in Fig. 3m for genes associated with that gene ontology term. Then we randomized (n = 1000) all HiCap interactions among all promoters and enhancers and repeated the same analyses above. We computed *P* values as the number of randomizations with at least as many pairs as the non-randomized, or one less (to account for selecting terms with at least one real pair associated with them). Due to the 1000 randomizations, the minimum possible *P* value was 0.001. *P* values were then adjusted to false discovery rates using the Benjamini–Hochberg method.

### Data access

Raw sequence reads have been submitted to the NCBI Sequence Read Archive [36] under [SRA:SRP045579] and [SRA:SRP045580], and processed gene expression values and interaction files have been submitted to the NCBI GEO [37] under accession number [GEO:GSE60495].

## Additional files

Additional file 1:
**Supplementary tables.** (ZIP 20649 kb) Additional file 2:
**Supplementary figures.**

## Abbreviations

3C: chromatin conformation capture
4C: chromosome conformation capture coupled with sequencing
bp: base pair
ChIA-PET: chromatin interaction analysis by paired-end tag sequencing
ChIP-seq: chromatin immunoprecipitation followed by high-throughput DNA sequencing
GEO: Gene Expression Omnibus
mESC: mouse embryonic stem cell
RPKM: reads per kilobase of gene model and million uniquely mapped reads
TAD: topologically associating domain
TF: transcription factor

How the deposited data were processed for this re-analysis (not part of the article)

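HiCap, which joins Hi-C with a 4-cutter enzyme to sequence capture of promoters, was carried out by the authors on 2 biological replicates of R1 mESCs, and Hi-C with the same enzyme on 2 replicates of the line. The authors aligned both ends of each read pair to mm9 separately with iterative trimming, discarded reads with several positions, exact duplicates and pairs under 1 kb apart, assigned the ends to MboI fragments and called interactions with at least 3 read pairs in each replicate. The deposited values are genomic positions on mm9, with no normalization: each list names the start and end of a promoter fragment with its gene and of a distal region. The 4 lists are those of HiCap replicate 1, of HiCap replicate 2, of the authors' combined calls and of Hi-C, in which the replicates are pooled. For Hi-C, the paper's text does not give the minimum of read pairs or the alignment. The lists were checked against the genome, and nearly all ends of distal regions lie at an MboI site. A single MboI fragment makes up 95.4% of the distal regions of replicate 1, 96.1% of those of replicate 2, 93.6% in the combined list and 93.2% in Hi-C, and nearly all others hold several adjoining fragments; no 2 listed regions overlap.

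Interactions were taken as distinct pairs of promoter fragment and distal region, and the called ones were the pairs in both replicate lists, since the lists already hold the interactions of each replicate. Distance was taken between fragment midpoints. Captured promoters are the promoter fragments that the lists name, so those without a listed interaction are not counted. The depth of the HiCap libraries was taken from the paper's Table S4, which lists more raw read pairs for replicate 1 than the range that the paper's text gives for both libraries. The depth of Hi-C is unknown here. No list holds read numbers, so shares carry exact binomial 95% intervals over interactions, which cover counting error only, and interactions that share a fragment are not independent.

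Chance overlap was estimated from 100 redraws in which each promoter kept its number of interactions and the signed distances were permuted over the list, with the single MboI fragment at the new position as the partner and a match when a listed region starts there. A redraw into a later fragment of a listed region cannot match, which understates chance; with the listed region as the partner, 6.55% instead of 6.26% of redrawn pairs were in Hi-C. Repeated pairs in a redraw were counted once. They were kept at first, and this was changed after the overlaps had been computed. The reason was a bias seen in simulated lists with repeats kept, whose values are not given here. With distinct pairs, 1.63, 10.7 and 29.6% were recovered from simulated lists with 0, 10 and 30% of planted pairs. The change raised the ratios of observed to redrawn shares, and both versions are given. Distinct redraws hold fewer near pairs than the lists, so they somewhat understate chance. Redrawn fragments can be captured promoter fragments, which are rare among the called distal regions.

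Each of 16 gene lists was compared with 10000 random lists of as many genes with the same numbers of promoters, by the mean of log2(1 + distal regions) over genes that any HiCap replicate lists, and by Fisher's exact test on the share of genes with a called interaction, both two-sided and adjusted by the method of Benjamini and Hochberg over the lists. The gene lists, the rule for named genes and the comparisons were set before the data were examined. Named genes are those the paper names, the 4 members of each list with the most distal regions, members without a call where these were at most 5, the 10 genes and 10 distal regions with the most partners, and the genes of the 5 longest interactions. In simulations with lists of 40 genes, 3% of 200 lists without a shift passed an unadjusted 0.05 in the comparison with random lists. Of 50 lists with numbers of distal regions at least doubled, 74% did. Fisher's exact test passed for 78% of these 50. Doubling adds no call to a gene without one, so the shift exceeded a doubling and 74% overstates the power for it. Discrete power law, lognormal and geometric distributions were fitted to the degrees by maximum likelihood and compared by Vuong's statistic.

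Genes, exons and transcription start sites came from the GENCODE annotation of mm9 without pseudogenes, and restriction sites, G+C content and the uniqueness of the 31 bases at fragment ends from the genome sequence of chromosomes 1 to 19 and X. The 10 interactions with the most read pairs, also part of the rule for named genes, could not be named. The lists hold no read numbers, and only 1995 interactions of the paper's Table S5 were examined. The alternatives were each replicate alone, interactions over 15 kb, the authors' combined list, overlap within 1 kb, merged fragments and genes instead of promoters. Others were other matchings of the random lists, medians, 1 member per group of neighbouring genes and degrees from 5. Alternatives with other minimums of read pairs or thinned libraries, and comparisons of read support, were not run, because the lists hold no read numbers. Interactions between promoters and between distal regions, Capture-C, and comparisons with chromatin, transcription or expression data were not analysed here. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0 and matplotlib 3.10.9.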

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

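The tests of duplicates behind the long-range interactions of replicate 2 and of nearby promoters for the histone and protocadherin lists alone were chosen only after the results were seen. The design has 1 cell line in 1 condition, so no biological explanation was tested for any of the 3 patterns weighed here.

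Replicate 2 listed 19.4% of its interactions over 1 Mb, against 0.371% in replicate 1. The paper's text does not report on this list by distance, and its supplementary figures were not examined for this signal. A few fragments do not account for it: the 1% of promoter fragments with the most such interactions (250 fragments) held 9.71% of them, and distal fragments with at least 5 promoters held 0.916%. Random ligation stays open, since 10.5% of the distal fragments over 1 Mb away overlapped an exon, 1.15 times the 9.10% of fragments of like length drawn from the same chromosome, a ratio between the bounds set for either outcome; overlaps by distance and exon shares of the whole lists had been seen before those bounds were set. The authors discarded exact duplicates; duplicates that escaped this may still contribute, since the paper's duplicate share of on-target junction reads over 1 kb is 57.7% in replicate 2 and 3.25% in replicate 1, but without read positions this cannot be told apart from other differences between the libraries.

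A set of 8 gene lists that the paper's text does not discuss as groups had more distal regions per gene than matched lists. The log2 differences were 1.41 for ribosomal proteins, 1.27 for glycolysis, 1.06 for histones, 1.06 for fibroblast genes and 0.98 for pluripotency genes. They were 0.81 for the cell cycle, 0.68 for oxidative phosphorylation and 0.49 for clustered protocadherins. The median difference of these 8 lists was 1.02. The G+C content of the surroundings is argued against as the whole cause, since the median became 0.995 with it matched. With promoter fragment length matched the median was 1.00, but that matching moved the receptor lists little too (to -1.15 and -1.19), so it decides little. The median promoter fragment of all listed genes was 749.5 bp. It was shorter for ribosomal (684 bp), glycolysis (716.5), protocadherin (678), cell cycle (659) and fibroblast genes (644). This argues against longer fragments as their cause. Pluripotency (867 bp), histone (799) and oxidative phosphorylation genes (802) had longer ones, so length stays open there. With captured promoters within 100 kb matched, the median difference was 0.90, and 6 of the 8 lists passed the test. The differences of the histone and protocadherin lists became 0.41 and -0.092, so promoters nearby stay open as an explanation for these lists. The lists were singled out because of these values, which are therefore no separate test of it.

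Olfactory and vomeronasal receptor genes had fewer distal regions than matched lists, with log2 differences of -1.19 and -1.21. The paper's text does not discuss these gene families. Reads shared between paralogs, which the authors discard, are argued against at the promoter ends: of 468 receptor genes whose promoter fragment ends are unique in the genome over 31 bases, 6.41% had a called interaction, against 62.9% of 18264 other genes with unique ends. The uniqueness of the distal ends was not tested. The G+C content of the surroundings may account for part, since the differences became -0.63 and -0.58 with it matched, and both lists still passed the permutation test (adjusted p = 0.000533). What lies behind the remaining differences was not tested.

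The Hi-C list held 12.5% of the interactions called in HiCap, 1.99 times the share in redraws, a comparison that the paper's text does not report for interactions between promoters and distal regions; its supplementary figures were not examined.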

How the results depend on the processing

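The tests that keep repeated redrawn pairs, take listed regions as units, mirror each distance, take the nearest gene, or match on promoter fragment length or G+C content were chosen after seeing the data. Of 332 recomputed values for 50 results, 263 kept their direction and side of the threshold or, where there is no test, stayed within a bound. For measures other than counts, that bound was the SD between replicates, which is wide for distances and degrees. Counts had a looser one: genes with a call, 12867, were labelled as kept at 18550 without replicate 1. Of the 263, 48 came from the authors' combined list, which holds nearly the same calls. Of the values not kept, 24 moved, 21 lost and 7 gained the threshold, and 17 changed direction. The cause was not tested. The ratios of observed to redrawn overlap between the replicates, 1.81 and 1.84, ranged from 1.46 to 1.85, and that with Hi-C, 1.99, from 1.52 within 1 kb to 3.67 only over 15 kb.

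Only over 15 kb, there were 36177 interactions and 25972 distal regions with a mean length of 794 bp, 1.39 promoters per distal region and 17.3% linked to the nearest promoter, and Vuong's statistic for promoters per distal region was -10.7. The median distance was 35577 bp and promoters had 3.38 distal regions. There, the log2 differences of the histone (0.32), cell cycle (0.37) and glycolysis (0.46) lists did not pass, nor did the shares with a call of cell cycle (54.1%) and glycolysis genes (60%), and the liver difference (-0.087) and the neuron share (34.8%) changed direction. With each interaction counted once, the mean distal length was 752 bp, and by gene symbol a distal region had 1.26 partners. With degrees from 5, Vuong's statistic was -5.74.

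Matched on promoters nearby, the difference was 0.41 for histones, -0.47 for keratins, which then passed, and -0.092 for protocadherins. With no matching it was 0.31 for protocadherins, which then did not pass (permutation test, adjusted p = 0.192), and -0.057 for liver genes. Matched on G+C content it was 0.95 for protocadherins. The difference of median distal regions was -0.901 for vomeronasal receptors and 2.49 for the cell cycle, which then did not pass (permutation tests, adjusted p = 0.324 and 0.0597), 0.0413 for keratins and -0.147 for liver genes. With 1 member per group of neighbouring genes, the protocadherin difference was 1.19 (permutation test, adjusted p = 0.065). Of the members kept, 100% had a call (Fisher's exact test, adjusted p = 0.0869).

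With 1 replicate left out, the counts ran from 499746 to 553977 interactions, 24962 to 28141 promoters, 18550 to 20036 genes and 346447 to 403175 distal regions. Lengths ran from 592 to 640.2 bp, distal regions per promoter from 17.8 to 22.2, promoters per distal region from 1.37 to 1.44, the share within 100 kb from 49.9 to 83.7%, the median distance from 19770 to 100867 bp, the share linked to the nearest promoter from 27.1 to 56.3% and Vuong's statistic for promoters per distal region from -31.0 to -28.6. The log2 differences ran from 0.19 to 1.09 for histones, 0.82 to 1.30 for glycolysis, -0.20 to 0.15 for keratins, -0.30 to 0.42 for neuron genes, 0.21 to 1.24 for liver genes, which passed without replicate 1, 0.91 to 1.33 for protocadherins and -0.36 to 0.33 for imprinted genes. Most genes have an interaction in a single list, and the shares with one ran from 97.5 to 100% for pluripotency, 87 to 97% for Polycomb targets, 82.7 to 98.1% for histones, 21.7 to 97.7% for vomeronasal receptors, 82.4 to 96.5% for keratins, 94.9 to 100% for cohesin and Mediator, 96.2 to 97.5% for oxidative phosphorylation, 91.3 to 100% for neuron genes and 83.3 to 100% for imprinted genes. They were 97.5% for ribosomal proteins, 97.3% for the cell cycle and 100% for protocadherins, glycolysis and liver in either list, and 1 to 7 lists passed the test of these shares. Only genes that at least 1 replicate lists are counted, so high shares in a single list follow largely from this choice.

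No paired analysis was possible because Hi-C is a single pooled list and the lists hold no read numbers. For the same reason the alternatives with at least 5 or 10 read pairs, thinned libraries or at least 3 Hi-C read pairs, and the comparisons of read support, were not run, and what depth limits was not analysed here.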

Differences from the paper's values

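The paper describes the number of distal regions per promoter as a power law, while here a lognormal had the higher likelihood for called interactions (Vuong's statistic, power law minus lognormal, -38.1, and -18.1 for promoters with at least 5 distal regions). For promoters per distal region, the statistic of -0.290 favours neither distribution over all degrees, and that of -5.74 from 5 promoters on favours the lognormal, as do those of the whole lists of replicate 1 (-31.0) and replicate 2 (-28.6). The paper places the genes of its most connected promoters (Fig. 4l) on chromosome 17, while the 21 genes named in the figure are listed on chromosome 11, between 120353075 and 120685868 of mm9.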

Other observations

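The 21 genes named in Fig. 4l, which span 333 kb, had between 3 and 121 called distal regions and a median of 26. Fasn had 83, P4hb 68, Aspscr1 52, Dus1l 35, Arhgdia 34 and Mafg 27, and Anapc11, a subunit gene of the anaphase-promoting complex, had 3.

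Replicate 2 had at least 1 interaction over 1 Mb at 58.6% of its promoter fragments, with a median of 4 and a highest of 74 among those that had any. Of the interactions over 1 Mb in replicate 2 alone, 2 of 107635 were in the Hi-C list.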
